A study of Homo sapiens with 12 samples.

How the data were processed

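Chromatin accessibility had been measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, in 12 samples of the human osteosarcoma cell line U2OS. The labels place them in 6 groups of 2 samples. The first 3 groups form what is called the FOXA2 set here: samples labelled wild type, samples with a full-length FOXA2 construct and samples with a FOXA2 construct lacking its CTD. The other 3 groups form the SOX2 set: a wild type of its own, samples with a full-length SOX2 construct and samples with a SOX2-FOXA2 CTD fusion. The label of the second wild type also names the SOX2 cell line, and does not say whether the cells were parental U2OS or that line without induction. In the second case, openings already present from an uninduced construct would be missed as gains. The construct samples were labelled as induced with doxycycline at 500 ng/ml for 4 days. The labels of all samples, both wild types included, carry the same text on doxycycline, while the treatment field of the wild-type samples is empty, so whether the wild-type cells received doxycycline is not known. The question the design poses is which regions open when FOXA2 or SOX2 is expressed, and whether the CTD of FOXA2 changes them.

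Only the processed peak lists were used, 9 in all, and read depth is unknown. Each of the 6 samples of the FOXA2 set had its own list, in the layout that the peak caller MACS2 writes. The deposited fold enrichment of each peak is a ratio over the background of its own library, made by the authors. The deposited −log10 p and −log10 q values were the authors' as well, and they depend on the depth of the library. The deposited score was a rounded multiple of −log10 q in the list labelled wild type replicate 1 and of −log10 p in the other 5 lists. The deposited summit position of each peak was used for summit windows only. Each group of the SOX2 set had 1 list, in the layout that the IDR procedure writes for a pair of inputs. That the inputs were both samples of the group is an assumption, since the second samples had no list of their own. The deposited −log10 p of such a list is the lower of the values of both inputs. The deposited score restates the global IDR (irreproducible discovery rate), and the lists were not limited by IDR. The aligner, the handling of duplicates, any control, and the versions of the authors' tools are not stated. The build was hg38 by the peak names of 2 lists, and the chromosome ends of the other lists were those of GRCh38. Positions are given as 1-based starts and ends on hg38. A peak's fold enrichment or −log10 p was used only to rank, filter or describe peaks within its own list.

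Lists were not called alike. The lists labelled wild type replicate 2 and full-length replicate 2 had no peak on the mitochondrial chromosome, carried a p threshold in their peak names, and had lowest −log10 p values of 5.43 and 5.22. The other 4 lists of the FOXA2 set had 2 mitochondrial peaks each, and their lowest −log10 p values were 3.44 for wild type replicate 1, 2.01 for full-length replicate 1, 2.01 for CTD deletion replicate 1 and 2.01 for CTD deletion replicate 2. These were treated as 2 processing batches, read from the lists and not from the labels. One batch holds wild type replicate 2 and full-length replicate 2. The other holds wild type replicate 1, full-length replicate 1 and both CTD deletion libraries. Wild type replicate 1 had a lowest −log10 q of 1.00, against 0.239, 0.200 and 0.343 in these construct lists in the same order. Comparisons with wild type replicate 1 within this batch therefore still set lists with different thresholds side by side. The CTD deletion group has no library in the first batch, so that no comparison with it can be made there.

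Peaks on chromosomes 1–22 and X were kept. Peaks of the SOX2 set were kept at a global IDR of at most 0.05. The peaks of all lists of a set were merged into a union of regions, and a region counted as called in a list if a peak of that list overlapped it by at least 1 bp. A region counted as gained with a FOXA2 construct if it was called in both libraries of the construct and in neither library labelled wild type, and as lost in the opposite case. In the SOX2 set it counted as gained if it was called in the construct's list and not in the wild-type list. Regions gained with 1 construct of a set and called in no list of the other construct are named after the construct, as in fusion-only. Shares of gained regions called with the other construct are the mean and SD of 2 libraries in the FOXA2 set. Shares from single lists have Wilson 95% intervals, which cover counting error only: regions are not replicate cultures. An exact permutation test of 2 libraries against 2 has a smallest two-sided p of 0.333, so none was used to make calls. The groups of the SOX2 set have 1 list each and no spread between replicates.

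To keep the length of the lists from deciding the counts, every comparison was repeated with the same number of peaks from each list of a set, the strongest by fold enrichment (FOXA2 set) or −log10 p (SOX2 set). All 4 pairings of 1 library per group were counted as well, as were regions particular to mixed pairs, that is 1 library of each group. As a reference, the calls of each region were reassigned at random 100 times among all lists of a set, those labelled wild type included. The number of lists calling a region was kept. This reference does not separate the overlap that follows from a shared control alone. The share of regions called with the other construct was also set beside the share recovered by the other library of the same construct. Overlap between the sets was compared with 10000 random draws of the same number of regions from the joint union. Fusion-only and SOX2-only regions were compared by two-sided Fisher's exact tests, in which regions are the units.

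The rule for named regions, fixed before the data were examined, took from each of 5 gained sets the 3 regions with the highest mean percentile of strength within their own lists. The FOXA2 and SOX2 genes, and 8 loci with 50 kb on each side (ALB, AFP, TTR, HNF4A, APOA1, SERPINA1, FOXA1 and FOXA3), were reported whatever their value. The gene reference held 59792 genes, of which 19974 were protein-coding on the chromosomes used. It gave the start and end of each gene, without strand, exons or sequence. Distances were therefore taken from the nearer end of a protein-coding gene in place of its transcription start, regions were named by the nearest protein-coding gene body, and gene bodies replaced coding exons. Tests for FOXA and SOX motifs were not run, since they need the genome sequence.

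The definitions of the groups, the comparisons, the rule for named regions and most alternatives were chosen before the data were examined. The alternatives were the stronger 50% of each list, equal numbers of peaks, an overlap of at least 50% of the shorter of region and peak, fixed windows around summits, all sequences, calls in at least 1 library, leaving out each library, comparisons within replicate numbers, a global IDR of at most 0.01 or none, and a distance of 2500 bp in place of 1000 bp. Another 5 were chosen after seeing the data: a common −log10 p threshold of 5.43, ranking by −log10 p, peaks covering at least 50% of a region, comparisons within 1 processing batch, and counting a region as not called only if it had no entry at any IDR. A count was taken as the same when it stayed within 1.5 times.

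Python 3.11.15 was used with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9, and region calls were checked against bedtools 2.31.1. The definition of gained and lost regions was tested on simulated data, a set of 20400 regions in which 200 gained and 200 lost regions were planted. All 200 of each were found. Planted regions were in every list of their side and all other regions in every list, so this checks the code only. It does not cover missed calls, unequal list lengths or unequal thresholds.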

Results

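ATAC-seq peak lists of U2OS osteosarcoma cells were compared in 2 sets. The FOXA2 set had 1 list per library. The SOX2 set had 1 list per group of 2 samples, taken to be made from both. The lists of the FOXA2 set held 19862 peaks (labelled wild type, replicate 1), 25088 (labelled wild type, replicate 2), 161136 (full length, replicate 1), 57946 (full length, replicate 2), 78820 (CTD deletion, replicate 1) and 146854 peaks (CTD deletion, replicate 2) on chromosomes 1–22 and X. These covered 8.30, 10.96, 58.0, 26.3, 31.8 and 52.3 Mb. The numbers follow in part from the thresholds of the lists. At the same −log10 p of at least 5.43 the 6 lists, in the same order, held 16982, 25088, 36084, 57803, 30256 and 37035 peaks. The lists of the SOX2 set held 48142 (wild type), 65628 (SOX2) and 75544 peaks (fusion) at a global IDR of at most 0.05, out of 110813, 147763 and 177650 entries. Across the passing entries of a list, the −log10 p values of its inputs had Spearman correlations of 0.838, 0.847 and 0.758 in the same order. Across all entries, whatever their IDR, they were 0.751, 0.777 and 0.727. These are correlations across peaks, which are not independent replicates. Read depth is unknown for every library.

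**Figure D1:**
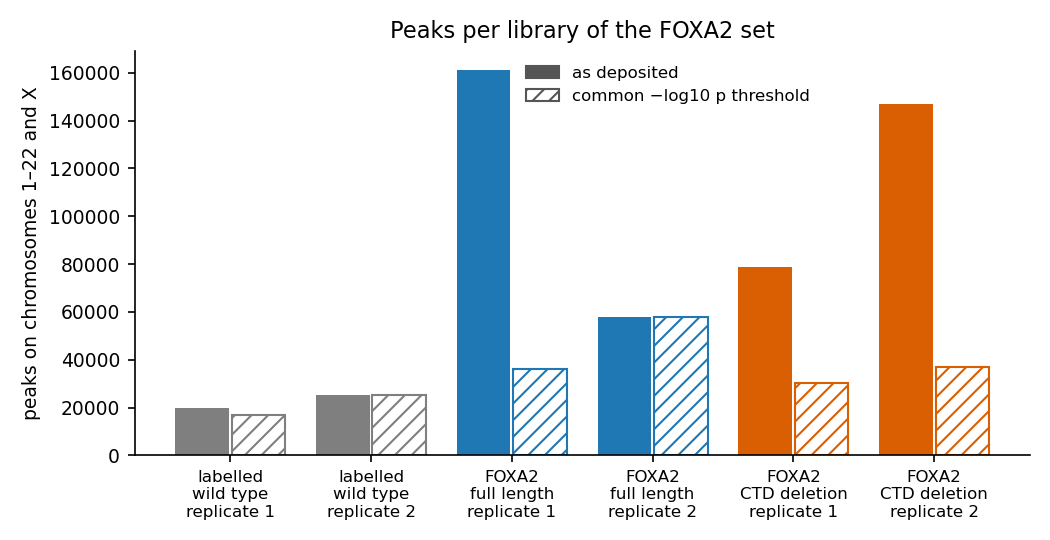
Number of peaks on chromosomes 1–22 and X (y axis) in each of the 6 libraries of the FOXA2 set, as deposited (filled) and at a common −log10 p threshold of 5.43 (hatched). The list of full-length replicate 1 falls from 161136 to 36084 peaks, and that of full-length replicate 2 from 57946 to 57803.

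The first comparison asked which regions were open with full-length FOXA2 and not in cells labelled wild type. Both lists labelled wild type had a peak in the FOXA2 gene that the wild type of the SOX2 set lacked, as described with the FOXA2 gene, so these libraries are called by their label, in short wild type replicates 1 and 2 of the FOXA2 set. Of 276021 regions in the union, 24999 were gained with full-length FOXA2 and 427 were lost. Equal numbers of peaks moved the number of gained regions most among the alternatives: with the strongest 19862 peaks of each list, 3745 regions were gained and 2209 lost. The 4 pairings of 1 library per group gave from 37556 to 141909 regions called with full-length FOXA2 alone and from 4273 to 6389 called in the library labelled wild type alone. With equal numbers of peaks these pairings gave from 9205 to 13218 against from 8941 to 12717, which are close to one another by construction. The excess of gained over lost regions at equal numbers therefore rests on how many peaks each pair of libraries shares: 52.7% of the peaks of full-length replicate 1 overlapped full-length replicate 2, and 48.1% of the peaks of wild type replicate 1 overlapped wild type replicate 2. Regions particular to the pair of full-length libraries (3745) also outnumbered those particular to each of the 4 mixed pairs, which were 988, 598, 564 and 2317. The highest mixed count belonged to wild type replicate 2 and full-length replicate 2, which are of the same processing batch. When the calls of each region were reassigned at random among all 6 lists at equal numbers, from 1536 to 1713 regions (mean 1618) were gained.

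Single libraries moved these counts. Without full-length replicate 2, 133211 regions were gained and 825 lost, and without full-length replicate 1 the number lost was 1197. Without wild type replicate 1 the number lost was 3069, and without wild type replicate 2 it was 3495. Within the batch of lists without mitochondrial peaks, 37556 regions were called in full-length replicate 2 and not in wild type replicate 2, and 5066 in the opposite case, which became 9205 and 8941 at equal numbers of peaks. Within the batch with mitochondrial peaks, 141909 regions were called in full-length replicate 1 and not in wild type replicate 1, and 4273 in the opposite case, which became 13218 and 12717 at equal numbers. Each batch holds 1 full-length library and 1 library labelled wild type, so that the requirement of 2 libraries could not be applied to this comparison within a batch.

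**Figure D2:**
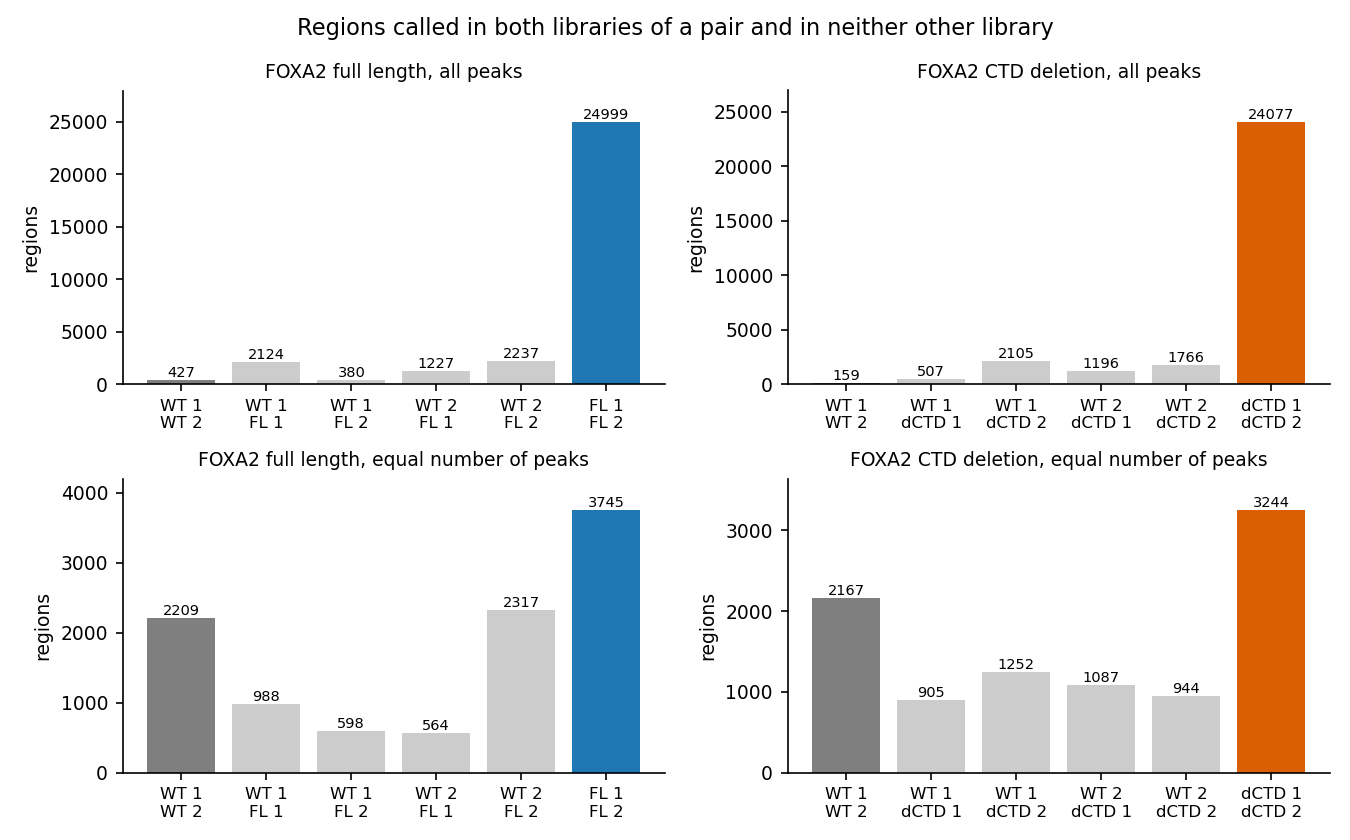
Number of regions (y axis) called in both libraries of a pair and in neither other library of the comparison, for each pair of the 4 libraries named on the x axis (WT, labelled wild type; FL, FOXA2 full length; dCTD, FOXA2 CTD deletion), with all peaks (top) and with 19862 peaks per library (bottom). Dark grey bars are the pair labelled wild type, coloured bars the construct pair and light grey bars the mixed pairs, the highest of which at equal numbers is 2317.

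The 3 regions gained with full-length FOXA2 that ranked highest were at chromosome 18:39192263–39193185, chromosome 8:20864658–20865327 and chromosome 6:166287752–166289111. None lay in a protein-coding gene. The nearest were LOC105372073 (1417575 bp away), LZTS1 (560695 bp) and PRR18 (16189 bp). The authors' fold enrichment in replicates 1 and 2 was 17.3 and 47.0 for the region on chromosome 18, 12.1 and 41.6 for that on chromosome 8, and 9.09 and 36.8 for that on chromosome 6. The regions on chromosomes 18 and 6 were also called in both CTD deletion libraries, and the region on chromosome 8 in CTD deletion replicate 2 alone. None of the 3 had an entry in the SOX2 set at any IDR. All 3 stayed gained in fixed windows around summits and where peaks had to cover at least 50% of the region; other settings could hardly change regions chosen as the strongest.

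The second comparison asked the same of FOXA2 without its CTD. A total of 24077 regions were gained with the CTD deletion and 159 were lost relative to the libraries labelled wild type. At equal numbers of peaks, 3244 were gained and 2167 lost, and the 4 mixed pairs had 905, 1252, 1087 and 944 regions of their own. The random reassignments gave from 1536 to 1713. The 4 pairings of 1 library per group gave from 58273 to 126075 regions called with the CTD deletion alone and from 2836 to 5873 called in the library labelled wild type alone. Without CTD deletion replicate 1, 117049 regions were gained and 413 lost. Without CTD deletion replicate 2 the numbers were 53839 and 752. Without wild type replicate 1 the number lost was 3514, and without wild type replicate 2 it was 2075. Within the batch with mitochondrial peaks, where only wild type replicate 1 serves as control, 31337 regions were gained and 2075 lost. With equal numbers of peaks in that batch the direction was the opposite, 5094 gained and 8899 lost. At a common −log10 p threshold it was not, with 10778 gained and 4208 lost. In these comparisons within the batch a gain needs 2 libraries with a peak and a loss needs 1.

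The 3 regions gained with the CTD deletion that ranked highest were at chromosome 4:136373860–136374646, 1144272 bp from PCDH18, chromosome 14:54880194–54881098, within GCH1, and chromosome 1:163714853–163715796, 359094 bp from NUF2. In replicates 1 and 2 the authors' fold enrichment was 13.6 and 12.4 on chromosome 4, 10.1 and 11.7 on chromosome 14, and 10.42 and 10.45 on chromosome 1. All 3 were called in both full-length libraries as well, had no entry in the SOX2 set at any IDR, and stayed gained under the same 2 settings.

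Full-length and CTD deletion libraries were then compared, to ask how far regions gained with one construct were open with the other. Of the 24999 regions gained with full-length FOXA2, 53.8% were called in CTD deletion replicate 1 and 75.4% in CTD deletion replicate 2, a mean of 64.6% ± 15.2 (SD, n = 2). Of 9183 regions called in every full-length library and every library labelled wild type, 97.1% ± 1.52 (SD, n = 2) were called with the CTD deletion. Of the 24077 regions gained with the CTD deletion, 71.9% were called in full-length replicate 1 and 55.1% in full-length replicate 2, a mean of 63.5% ± 11.9 (SD, n = 2), against 93.3% ± 2.29 (SD, n = 2) of 9772 regions called in every CTD deletion library and every library labelled wild type. Apart from leaving out a library, calling a region with 1 library instead of 2 moved these shares most, to 22.7% in both directions. Without full-length replicate 2 the share of full-length gained regions called with the CTD deletion was 22.2%. Without CTD deletion replicate 1 the share in the opposite direction was 25.4%, and without CTD deletion replicate 2 it was 35.1%. With equal numbers of peaks the shares were 48.8% ± 2.66 (SD, n = 2) and 52.1% ± 1.29 (SD, n = 2), beside 81.9% ± 0.981 and 76.8% ± 7.0 (SD, n = 2) for regions also called in every library labelled wild type. Random reassignment of calls among all lists of the set, those labelled wild type included, gave from 35.0% to 40.1% (mean 38.0%) at equal numbers. What a shared control alone would give was not determined. No p-value is given, since an exact permutation test of these group sizes cannot go below 0.333.

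Recovery by the other library of the same construct was set beside recovery by the other construct, for regions called in 1 library and in no library labelled wild type. At equal numbers of peaks, full-length replicate 2 recovered 34.6% of the regions called in full-length replicate 1 and in no library labelled wild type, and CTD deletion replicates 1 and 2 recovered 28.7% and 27.4%. In the opposite direction, full-length replicate 1 recovered 46.7% of the regions of full-length replicate 2, against 36.1% and 33.5%. Of the regions of CTD deletion replicate 1, the other CTD deletion library recovered 36.4%, against 34.9% and 32.4% in full-length replicates 1 and 2. For CTD deletion replicate 2 these shares were 36.9%, 33.8% and 30.5%. With all peaks, where the lists differ in length, CTD deletion replicate 2 recovered more of the regions of full-length replicate 1 (27.8%) than full-length replicate 2 did (18.8%), and full-length replicate 1 recovered more of those of CTD deletion replicate 2 (31.6%) than CTD deletion replicate 1 did (20.6%). At a common −log10 p threshold the order changed for the CTD deletion: full-length replicate 2 recovered 56.8% and 55.8% of the regions of CTD deletion replicates 1 and 2, and the other CTD deletion library 45.9% and 34.3%.

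A total of 4546 regions were full-length-only and 5343 were CTD-deletion-only, a difference of -797. The sign depended on the treatment of the lists. At equal numbers of peaks there were 1312 full-length-only and 1085 CTD-deletion-only regions, a difference of 227, and at a common −log10 p threshold 5373 and 1174, a difference of 4199. Without full-length replicate 2 the difference was 84585, without full-length replicate 1 -1215, without CTD deletion replicates 1 and 2 -70382 and -17966, and without wild type replicate 1 -1292. With a construct library left out, 1 library of that construct and 2 of the other are required, so these differences are not like for like. Mixed pairs of 1 full-length and 1 CTD deletion library had from 744 to 12700 regions of their own with all peaks and from 491 to 716 at equal numbers. Within the batch with mitochondrial peaks and at equal numbers, 8608 regions were called in full-length replicate 1 and not in CTD deletion replicate 1, and 7245 in the opposite case. Against CTD deletion replicate 2 these numbers were 8743 and 7116. With all peaks they were 112774 and 33160, and 97372 and 81538. The strength of a peak in its own list went with whether it was called elsewhere. In the class up to the 20th percentile, 44.5% of the 687 full-length gained regions were called with the CTD deletion, and in the class above the 80th percentile 86.4% of 4162 were. For CTD deletion gained regions called with full-length FOXA2 the shares were 30.4% of 647 and 85.4% of 5108.

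**Figure D3:**
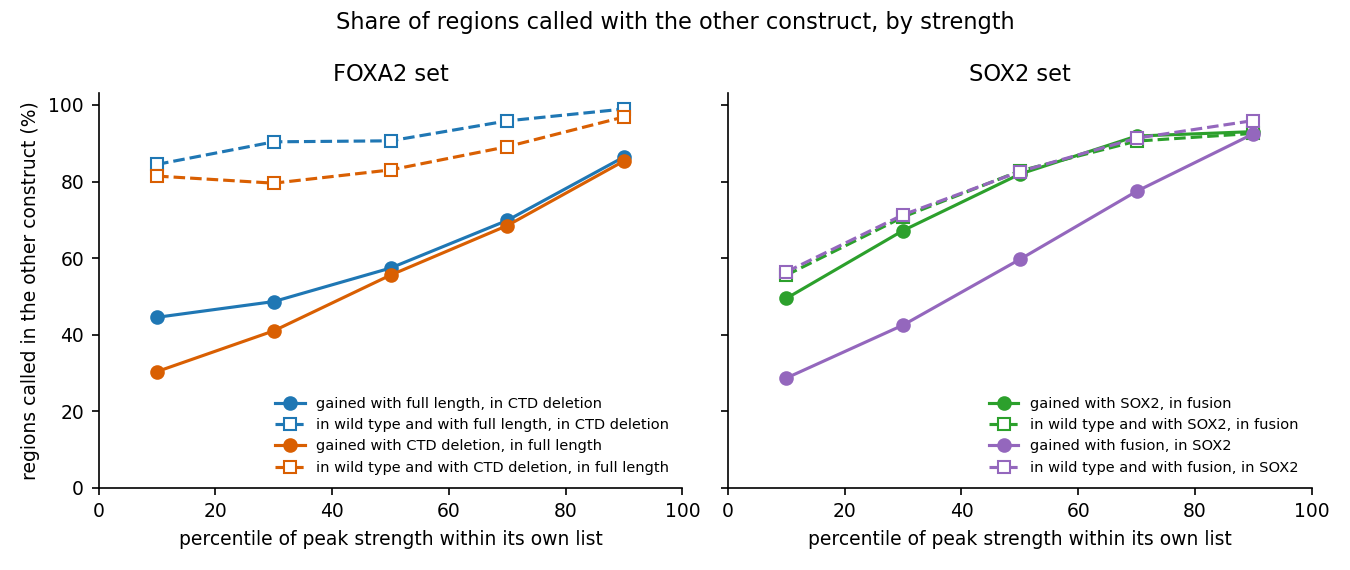
Percentage of regions called with the other construct of the same set (y axis) against the percentile of their peak strength within their own list, in classes 20 percentile points wide (x axis). Filled circles are gained regions and open squares regions also called in wild type; in the FOXA2 set (left) the points are means over 2 libraries and the strength is the mean over the 2 libraries of the construct.

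In the SOX2 set, each construct was compared with the wild type of that set, and no replicate check could be made with 1 list per group. Whether that wild type is parental U2OS or the SOX2 line without induction is not known, so gains and losses are relative to either. In the union of 102872 regions, 34868 were gained with SOX2 and 17444 lost, and 44905 were gained with the fusion and 17624 lost. Keeping all entries whatever their IDR moved the numbers gained most, to 71673 with SOX2 and 97452 with the fusion, with 35197 and 31759 lost. With equal numbers of peaks, 22009 were gained and 21964 lost with SOX2, and 24959 were gained and 24919 lost with the fusion, which are close to one another by construction. Random reassignment of calls among all lists of the set, the wild type included, gave from 19922 to 20493 gained regions. Of the regions counted as gained with SOX2, 37.4% (95% interval 36.9–37.9%) had an entry in the wild-type list that failed the IDR threshold, and 28.1% (27.6–28.5%) of those gained with the fusion did. When a region counted as not called only if it had no entry at any IDR, 21840 regions were gained with SOX2 and 32309 with the fusion, and the numbers lost moved most, to 5964 and 4407.

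The 3 regions gained with SOX2 that ranked highest lay in TRAPPC9 (chromosome 8:139996774–139998521), FER (chromosome 5:108748244–108749635) and PCF11 (chromosome 11:83156213–83157526), with −log10 p of 88.5, 76.8 and 67.5. In the wild-type list of that set, all 3 had an entry with a global IDR of 0.526. The inputs behind the wild-type entry had −log10 p values of 3.13 and 3.61 in TRAPPC9, 87.2 and 5.35 in FER, and 81.0 and 5.99 in PCF11. The FER and PCF11 regions thus had a strong peak in 1 input of the wild type. Both were also called in every list of the FOXA2 set, those labelled wild type included. The 3 regions gained with the fusion that ranked highest were the same region in TRAPPC9 (−log10 p 60.8), a region in KDR (chromosome 4:55087183–55088498, −log10 p 55.0) and another in TRAPPC9 (chromosome 8:140156678–140157556, −log10 p 49.6). The KDR region had a wild-type entry with inputs at 2.10 and 3.00, and the second TRAPPC9 region had no wild-type entry at any IDR, though wild type replicate 1 of the FOXA2 set had a peak there. With all entries kept, or with no entry at any IDR required, 0 of the 3 SOX2 regions and 1 of the 3 fusion regions stayed gained.

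The SOX2 and fusion lists were compared to ask whether adding the FOXA2 CTD went with other open regions. Of the regions gained with SOX2, 71.3% (95% interval 70.8–71.8%) were called with the fusion, against 83.3% (82.9–83.7%) of 30521 regions called in wild type and with SOX2. Of the regions gained with the fusion, 55.4% (54.9–55.8%) were called with SOX2, against 83.8% (83.4–84.2%) of 30341 regions called in wild type and with the fusion. Counting a region as not called only if it had no entry at any IDR moved the shares most, to 97.4% and 85.5%. The shares at equal numbers of peaks were 67.2% and 59.3%, where random reassignment gave from 40.1% to 41.2%. A total of 24866 regions were gained with both constructs, 10002 were SOX2-only and 20039 fusion-only, and at equal numbers 7210 and 10160 were. Of the fusion-only regions, 74.0% (73.3–74.6%) had an entry in the SOX2 list that failed the IDR threshold, and of the SOX2-only regions 90.9% (90.4–91.5%) had one in the fusion list. Among SOX2-gained regions the share called with the fusion was 49.5% up to the 20th percentile of strength and 93.0% above the 80th. Among fusion-gained regions the share called with SOX2 was 28.7% and 92.5%.

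The 3 fusion-only regions that ranked highest lay in STIL (chromosome 1:47313313–47315061, −log10 p 33.7), SLC25A36 (chromosome 3:140941342–140942822, −log10 p 32.1) and MCTP2 (chromosome 15:94460410–94461430, −log10 p 31.9). None of the 3 lacked an entry in the SOX2 list. The inputs of these entries had −log10 p values of 53.7 and 6.10 in STIL, 9.02 and 65.3 in SLC25A36, and 2.96 and 35.2 in MCTP2, each with a strong peak in 1 input. The wild-type list of that set had failing entries in STIL (inputs at 61.2 and 6.61, global IDR 0.3502) and in SLC25A36 (54.8 and 7.76, global IDR 0.338) as well, so that these 2 regions had a strong peak in 1 input of the wild type, while MCTP2 had no wild-type entry. The STIL and SLC25A36 regions were also called in all 6 lists of the FOXA2 set. With all entries kept, or with no entry at any IDR required, 0 of the 3 stayed fusion-only.

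Gained regions lay mostly away from the ends of protein-coding genes. The share more than 1000 bp from every gene end was 90.0% (95% interval 89.7–90.4%) for regions gained with full-length FOXA2 and 93.1% (92.8–93.5%) with the CTD deletion, against 51.7% (50.7–52.8%) of regions called in all 6 lists and 93.7% of the union. It was 94.9% (94.7–95.1%) with SOX2, 96.6% (96.4–96.7%) with the fusion and 97.6% (97.4–97.8%) for fusion-only regions, against 72.0% (71.5–72.6%) of regions called in all 3 lists and 88.6% of the union. The order of the FOXA2 gains and their union changed at equal numbers of peaks, with 92.8% and 94.5% against 83.2% of the union, so no direction relative to the union can be given. In the SOX2 set the gained shares stayed above the union, which was 86.2% at equal numbers. A distance of 2500 bp moved the shares of gained regions most, for example to 86.4% with full-length FOXA2 and 94.1% with the fusion.

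The last comparison asked whether regions gained in the SOX2 set were those gained with FOXA2. The sets have separate wild types and were processed differently, so construct and processing cannot be separated here. In the joint union of 311447 regions, 9.64% (95% interval 9.28–10.01%) of the regions gained with full-length FOXA2 were gained with SOX2, where the middle 95% of random draws ran from 10.8% to 11.5% (median 11.2%). For the fusion the share was 10.3% against 14.4% at random, and for fusion-only regions 3.67% against 6.42%. The SOX2-only share, 3.02%, was within that range of its draws, 2.99–3.40%. Of the regions gained with the CTD deletion, 11.52% were gained with SOX2, within 10.78–11.54% for its draws, while 13.3% were gained with the fusion and 4.82% were fusion-only, against 14.4% and 6.42% at random. At equal numbers the full-length shares gained with SOX2, gained with the fusion and fusion-only were 4.36% against 21.3%, 5.25% against 24.1% and 1.82% against 9.80%, and the SOX2-only share 0.937% against 6.93%. Those of the CTD deletion gained with SOX2 and with the fusion were 7.78% against 21.2% and 7.90% against 24.1%. Counting calls in place of gains, with all peaks the wild-type, SOX2 and fusion lists of the SOX2 set called 20.6%, 26.6% and 26.0% of the full-length gained regions, against 15.3%, 20.9% and 24.1% at random, and 26.9%, 30.9% and 32.3% of the CTD deletion gained regions. At equal numbers these shares were below random: the wild-type list called 11.7% and 21.5%, against 46.3% at random for each. The random draws came from all regions of the union, those called in a wild type included. Of 19983 fusion-only regions, 915 were gained with full-length FOXA2, and of 9942 SOX2-only regions 753 were, an odds ratio of 0.586 (two-sided Fisher's exact test, p = 2.36e-25). At equal numbers the direction was the opposite, 68 of 10144 against 35 of 7196, an odds ratio of 1.38 (two-sided Fisher's exact test, p = 0.133). With regions gained with the CTD deletion the odds ratio was 0.763 with all peaks (p = 2.91e-08) and 0.749 at equal numbers (p = 0.0877), by the same exact test. These 4 tests form 1 family, and regions are not independent replicates. The wild type of the SOX2 set called 81.7% (81.1–82.2%) of the regions of wild type replicate 1 of the FOXA2 set, and 56.9% (56.2–57.5%) of those of replicate 2.

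The FOXA2 gene (chromosome 20:22580998–22585490) was examined in every list, since FOXA2 constructs carry its sequence. A stretch of 680 bp within it, at 22581848–22582527, was covered by a peak in all 6 lists of the FOXA2 set, both lists labelled wild type included, and by an entry in the fusion list (global IDR 0.0241). The wild-type and SOX2 lists of the SOX2 set had no entry over it at any IDR. These lists had a peak elsewhere in the gene, at 22583822–22585189 and 22584023–22585299. The percentile of the peak over the stretch within its own list was 51.0 in wild type replicate 1, 98.1 in wild type replicate 2, 95.1 and 99.9 in full-length replicates 1 and 2, and 97.2 and 97.6 in CTD deletion replicates 1 and 2. In the SOX2 gene (chromosome 3:181711925–181714436), the wild type of the SOX2 set had peaks as the SOX2 and fusion lists did, and so did each list of the FOXA2 set except wild type replicate 2. The 8 loci with flanks, each peak counted once, held 7 and 6 peaks in the lists labelled wild type, 48 and 20 with full-length FOXA2, 25 and 36 with the CTD deletion, and 18, 24 and 24 in the wild-type, SOX2 and fusion lists. Per 1000 peaks of the list these were 0.352 and 0.239, 0.298 and 0.345, 0.317 and 0.245, and 0.374, 0.366 and 0.318.

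**Figure D4:**
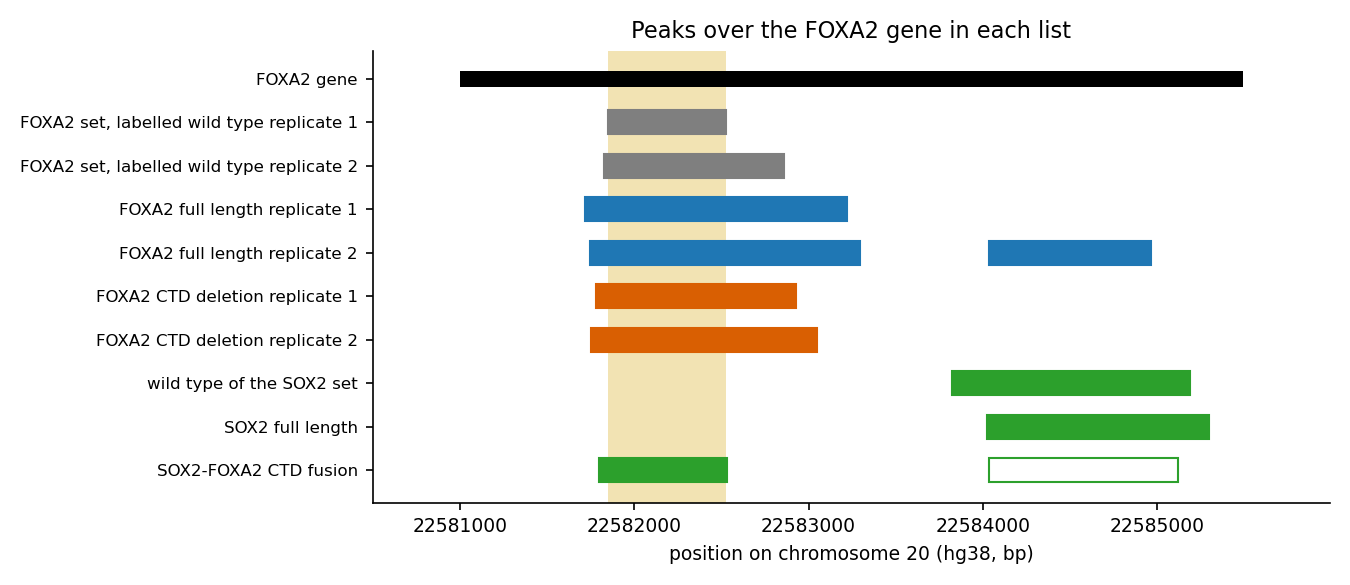
Peaks over the FOXA2 gene in each of the 9 lists (y axis) by position on chromosome 20 in bp (x axis, hg38); the black bar is the gene, the shaded stretch is 22581848–22582527, and the open bar is an entry above a global IDR of 0.05. All 6 lists of the FOXA2 set and the fusion list cover the shaded stretch.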

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

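A common −log10 p threshold, ranking by −log10 p, peaks covering at least 50% of a region, comparisons within 1 processing batch and the requirement of no entry at any IDR were chosen after seeing the data. The other alternatives were planned.

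The number of regions gained exceeded the number lost for both FOXA2 constructs under each alternative run on all libraries, but the counts themselves moved. With full-length FOXA2, gained and lost regions were 14054 and 217 in the stronger 50% of each list, 3745 and 2209 at equal numbers of peaks, 3839 and 2195 when these were ranked by −log10 p, 12932 and 851 at a common −log10 p threshold, and 142505 and 6137 when a call in at least 1 library sufficed. With the CTD deletion they were 3244 and 2167, 2932 and 1714, 6533 and 841, and 146811 and 5430 under the last 4 of these, and the number lost was 56 in the stronger 50%. Fewer peaks per list, or fewer libraries required, move the counts by construction; the cause of the rest was not tested. Within the batch of lists without mitochondrial peaks, 37556 regions were gained with full-length FOXA2 and 5066 lost. Within the batch with them, 141909 were gained and 4273 lost, and 2075 were lost with the CTD deletion. With full-length FOXA2 these need 1 library per group where the main comparison needs 2, which raises the counts by construction. With the CTD deletion both construct libraries are in the batch and only the control has 1 library. In that batch at equal numbers of peaks, more regions were lost than gained with the CTD deletion, 8899 against 5094. At a common −log10 p threshold more were gained there than lost, 10778 against 4208.

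Leaving out each library in turn gave from 27882 to 133211 regions gained with full-length FOXA2 and from 825 to 3495 lost. With the CTD deletion it gave from 28004 to 117049 gained and from 413 to 3514 lost. The highest numbers gained came without full-length replicate 2 (133211) and without CTD deletion replicate 1 (117049), which left the longest list of each group alone. The share of full-length gained regions called with the CTD deletion ranged from 22.2% to 75.4%, lowest without full-length replicate 2, and the share in the opposite direction from 25.4% to 71.9%, lowest without CTD deletion replicate 1.

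The share of full-length gained regions called with the CTD deletion was 48.8% at equal numbers of peaks, 47.1% with ranking by −log10 p, 42.6% at a common −log10 p threshold and 22.7% with at least 1 library. The share in the opposite direction was 22.7% with at least 1 library and 50.0% where peaks had to cover at least 50% of the region. The difference between full-length-only and CTD-deletion-only regions, -797 with all peaks, changed its sign to 227 at equal numbers of peaks, 476 with ranking by −log10 p, 4199 at a common −log10 p threshold and 84585 without full-length replicate 2. It was -1492 in the stronger 50% and -4306 with at least 1 library, and ranged from -70382 to 84585 when each library was left out. Leaving out a construct library asks for 1 library of that construct and 2 of the other, so these differences are not like for like. The sign thus depends on how many peaks of each list and how many libraries of each construct are taken, and no direction can be given for it. The cause was not tested.

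The replicate numbers of the labels were tried as a replicate block, in which a comparison was made within each number and required in both. This gives the numbers gained and lost unchanged by construction. The share of full-length gained regions called with the CTD deletion was 44.0% in the replicate block and the share in the opposite direction 33.7%. These shares were taken within each replicate number and averaged, without requiring both. A gain then needed 1 construct library, so the regions counted are not those of the main comparison. The numbers were not taken as pairing the samples. Wild type replicate 2 shared 54.7% of its peaks with full-length replicate 2 and 46.7% with wild type replicate 1 at equal numbers, but these lists are of 1 processing batch, while wild type replicate 1 shared 33.6% with full-length replicate 1.

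In the SOX2 set, the numbers gained and lost were 17371 and 8632 with SOX2 and 22985 and 9303 with the fusion in the stronger 50% of each list, where the shares called with the other construct were 69.0% and 52.2%. At equal numbers of peaks 22009 and 24959 were gained, with shares of 67.2% and 59.3%. A global IDR of at most 0.01 gave 29779 gained with the fusion and shares of 66.4% and 59.0%. All entries gave 71673 and 35197 with SOX2, 97452 and 31759 with the fusion, and shares of 74.0% and 54.4%. With no entry at any IDR required for a region not called, 21840 were gained and 5964 lost with SOX2, 4407 were lost with the fusion, and the shares were 97.4% and 85.5%. Peaks covering at least 50% of a region gave shares of 70.4% and 54.3%. Fusion-only regions outnumbered SOX2-only regions under each of these, but their excess of 10037 moved to 5614 in the stronger 50%, 2950 at equal numbers, 3334 at the stricter IDR, 25779 with all entries and 4119 with no entry at any IDR required. Beyond the number of entries kept, the cause was not tested.

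The share of gained regions away from gene ends was 86.4% (full length), 90.0% (CTD deletion), 92.4% (SOX2), 94.1% (fusion) and 94.9% (fusion-only) at 2500 bp, a wider distance that lowers the share by construction, and 92.8%, 94.5%, 94.0%, 96.1% and 97.4% at equal numbers of peaks. Equal numbers also lowered the share of full-length gained regions that were gained with SOX2 to 4.36%, with the fusion to 5.25%, and fusion-only to 1.82%, and the cause was not tested.

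Summit windows and all sequences kept each of 14 counts, differences and shares within the spread between replicates, the counting interval or 1.5 times. Over all alternatives, apart from values that a setting cannot move, 67 values stayed so, 96 moved and 4 changed sign. An overlap of at least 50% of the shorter of region and peak cannot change a call on merged regions, and neither it nor the numbers gained and lost in the replicate block say anything about stability. The named regions were chosen as the strongest, so settings that keep the strongest peaks could hardly change them and say nothing about their stability. Those of the SOX2 set moved 16 times, each with all entries kept or no entry at any IDR required. The motif tests and their alternatives were not run, since they need the genome sequence. Read depth is unknown, so that the absence of a peak from a short list cannot be told from a lack of reads, which limits every count of lost and gained regions.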

Other observations

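The tests on the open site in wild-type cells, on the 2 mixings into wild type replicate 1, on the longer list of wild type replicate 2, on mixing from full-length replicate 2, on pairs of lists within a batch for the CTD deletion, on secondary summits and on gene-free repeat sequence were chosen after the result was seen, while the other tests were planned.

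More regions were gained than lost with full-length FOXA2. The tables argue against longer lists as the whole cause, since at equal numbers of peaks 3745 regions were particular to the full-length pair, more than to any mixed pair. They also argue against the processing batch as the whole cause, since the highest count particular to a pair of 1 batch was 2317. With all peaks the lengths of the lists enlarge the excess, from 3745 against 2209 to 24999 against 427. Expression of FOXA2, which the design names, stays open as an explanation and was not tested apart from other differences between the cultures. The label of the wild-type libraries, treated next, bears on it.

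Both libraries labelled wild type had a peak over 22581848–22582527 of the FOXA2 gene on chromosome 20. Lists with a FOXA2 construct in their label cover this stretch, and the wild-type and SOX2 lists of the SOX2 set do not. Reads of construct DNA, or its opened copies, could give such a peak in a construct list. By the labels, though, the CTD deletion construct lacks the CTD, and the fusion carries of FOXA2 the CTD only. Construct DNA as labelled thus does not plainly account for the same stretch in the CTD deletion and fusion lists. The labels do not give the ends of the deletion or of the fused part. In addition, 2 lists whose labels name no FOXA2 sequence have the peak, and these are the lists whose label is in doubt. Transgene DNA and an open site therefore cannot be told apart. An open site in wild-type cells would be needed to explain the peak under the labels as given. Of regions called in both libraries labelled wild type, 2.01% lacked an entry in both the wild-type and the SOX2 list of the SOX2 set. The site is thus uncommon among such regions, but 1 site decides little, and this stays open. The wild type of the SOX2 set may be parental cells or the SOX2 line without induction, but its label names no FOXA2 construct. For wild type replicate 1, cells or reads of full-length replicate 1 or of a CTD deletion library mixed in are argued against: of the peaks that ranked as high in these 3 lists as their FOXA2 peak and had no entry in the wild type of the SOX2 set, at most 5.05% were called there. Mixing from full-length replicate 2 stays open, since its list had 3 such peaks, of which 1 (33.3%) was called, too few to decide. In wild type replicate 2, 24.1% of such peaks of full-length replicate 1 were called. For CTD deletion replicates 1 and 2 these shares were 42.0% and 45.2%, so the calls alone do not argue against mixing into wild type replicate 2. Few of these peaks were as high in wild type replicate 2 as its own FOXA2 peak, though. The shares were 0.505% for full-length replicate 1, and 0.819% and 1.08% for CTD deletion replicates 1 and 2. Mixing from these 3 libraries thus does not plainly account for the height of that peak. Full-length replicate 2 had too few such peaks to decide. A candidate explanation that stays open, and was not tested, is that the libraries labelled wild type came from a line carrying a FOXA2 construct without full induction. The peak names of wild type replicate 1 begin with the same letters as those of both CTD deletion lists.

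Wild type replicate 2 held more regions of the induced lists than wild type replicate 1. Of 7654 regions called in all 4 induced FOXA2 lists with no entry in the SOX2 set, 20.04% were called in replicate 2 and 1.49% in replicate 1, a ratio of 13.5. For 18377 regions that the wild type of the SOX2 set also called, the shares were 65.2% and 58.2%, a ratio of 1.119. A longer list of replicate 2 is thus argued against as the cause. The share called in replicate 2 rose with rank in full-length replicate 2, from 7.74% in the lowest class to 35.0% in the highest, and in each class between. The shares had no such steady rise with rank in the other lists. From the lowest to the highest class they were 21.5%, 16.5%, 14.8%, 16.4% and 25.2% in CTD deletion replicate 1, and 18.05%, 14.5%, 11.9%, 16.9% and 24.03% in replicate 2. With rank in full-length replicate 1 they were 32.1%, 18.01%, 14.6%, 18.4% and 21.0%, highest in the lowest class, which held 81 regions. The shares called in wild type replicate 1, which is of the other batch, were lower but also higher at high rank in full-length replicate 2. From the lowest to the highest class they were 0.632%, 0.624%, 1.06%, 1.38% and 2.33%. A rise with this rank is thus not particular to wild type replicate 2 or to its batch. Cells or reads of full-length replicate 2 mixed into wild type replicate 2 might give its rise, and so might a weak expression of a FOXA2 construct. Wild type replicate 2 and full-length replicate 2 are of the same processing batch, which keeps these from being told apart. If wild type replicate 2 holds regions opened by FOXA2, the number gained with either construct is too low.

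Wild type replicate 2 and full-length replicate 2 shared 2317 regions of their own at equal numbers of peaks. These lists placed 30.7% and 21.5% of their peaks in the densest 5% of 1 Mb bins of their own list. The other 4 lists placed from 12.2% to 16.6% in theirs. Of the shared regions, 44.5% lay in the densest 5% of bins by the pooled peaks of all 6 lists. Both of these lists add to that pool themselves. Copy number of U2OS chromosome segments is common to all 6 lists if they come from the same cells, so this clustering in 2 of them does not speak for it, and copy number stays open. Gene-free repeat sequence kept in 1 batch is a candidate explanation: 28.5% of the shared regions lay in bins without a protein-coding gene. The share was 3.54% of the regions particular to wild type replicate 1 and full-length replicate 1. It was 9.05% of those particular to the pair labelled wild type and 10.9% of those particular to the full-length pair. The densest bins of wild type replicate 2 were on chromosome 1 from 122000001 to 125000000 and on chromosome 13 from 16000001 to 18000000. Among bins with genes these lists still placed 21.3% and 17.2% of their peaks in the densest, against 11.2% to 13.7% in the others, so repeats without genes are not the whole of it. No biological explanation was tested.

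Some regions gained with full-length FOXA2 were missing from the CTD deletion lists. Loss of calls between replicates alone is argued against: at equal numbers of peaks, the other full-length library recovered at least 5.85 percentage points more than the better CTD deletion library in both directions. With all peaks, where lengths differ, the order was the opposite in 1 direction, with 27.8% of the regions of full-length replicate 1 recovered by CTD deletion replicate 2 and 18.8% by full-length replicate 2, so this holds for equal numbers of peaks. The processing batch as the whole cause is argued against as well. Full-length replicate 1 is of the same batch as both CTD deletion lists, yet at equal numbers of peaks the full-length pair across the batches had 1312 regions of its own, more than each of the 3 pairs within the batch, at most 1085. Ranking by −log10 p gave 1417 against 941. A common −log10 p threshold gave 5373 against 1174. Full-length replicate 2 then kept 57803 peaks, though, against 30256 and 37035 in CTD deletion replicates 1 and 2. Pairs of full-length replicate 2 with these lists had 1563 and 2928 regions of their own, so this threshold cannot decide. With all peaks, where lengths differ, the full-length pair had 4546, against 12700, 5343 and 3240 for the pairs within the batch. The argument thus holds for equal numbers of peaks only. The planned test within that batch decides little by itself. Within the batch with mitochondrial peaks and 78820 peaks per list, 34279 regions were in full-length replicate 1 alone, against 33740 and 30645 in the CTD deletion lists alone, and with 19862 peaks per list 8030 against 6457 and 6447. The longer lists differ by little, and the CTD deletion lists have a replicate in the batch that full-length replicate 1 lacks. A part played by the batch, read depth, which is unknown, and an effect of the CTD stay open and were not separated.

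Of the fusion-only regions, 74.0% had an entry in the SOX2 list that failed the IDR threshold. The threshold may therefore account for many of them, but the share is lower than the 90.9% of SOX2-only regions with an entry in the fusion list, and the planned test asked for a share at least as high. With 1 list per group, the threshold and an effect of the CTD cannot be told apart. Some failing entries were strong in 1 input. With a −log10 p of at least 20 in the stronger input there were 1225 in the wild-type list of the SOX2 set, 993 in the SOX2 list and 623 in the fusion list. Their weaker input was wide, with medians of 1290, 1287 and 1235 bp, at least 3.601 times the median of inputs of the same −log10 p. This is consistent with a secondary summit of a wide peak that was paired with the main summit of the other input. Such entries lay in 2.70% of the SOX2-gained regions, but in 27 of the 36 in the top percent of the list, which includes named regions in FER and PCF11, and in all 3 fusion-only and all 6 SOX2-only regions there. For regions gained with the fusion the shares were lower, 2.10% of all and 28 of 128 in the top percent. Of regions lost in the top percent, 13 of 17 with SOX2 and 27 of 29 with the fusion had one. No biological explanation was tested for this.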
